# Slc39a2-Mediated Zinc Homeostasis Modulates Innate Immune Signaling in Phenylephrine-Induced Cardiomyocyte Hypertrophy

**DOI:** 10.3389/fcvm.2021.736911

**Published:** 2021-11-01

**Authors:** Yu Fang, Shun Wang, Jian Lv, Zhenyi Zhao, Ningning Guo, Gang Wu, Jingjing Tong, Zhihua Wang

**Keywords:** SLC39A2, zinc homeostasis, cardiac hypertrophy, innate immune signaling, feedback circuit

## Abstract

Zinc dyshomeostasis has been involved in the pathogenesis of cardiac hypertrophy; however, the dynamic regulation of intracellular zinc and its downstream signaling in cardiac hypertrophy remain largely unknown. Using Zincpyr1 staining, we found a significant decrease of intracellular Zinc concentration in phenylephrine (PE)-induced hypertrophy of neonatal rat ventricular myocytes (NRVMs). We then screened SLC39 family members responsible for zinc uptake and identified Slc39a2 as the only one altered by PE treatment. Slc39a2 knockdown in NRVMs reduced the intracellular Zinc level, and exacerbated the hypertrophic responses to PE treatment. In contrast, adenovirus-mediated Slc39a2 overexpression enhanced zinc uptake and suppressed PE-induced Nppb expression. RNA sequencing analysis showed a pro-hypertrophic transcriptome reprogramming after Slc39a2 knockdown. Interestingly, the innate immune signaling pathways, including NOD signaling, TOLL-like receptor, NFκB, and IRFs, were remarkably enriched in the Slc39a2-regulated genes. Slc39a2 deficiency enhanced the phosphorylation of P65 NFκB and STAT3, and reduced the expression of IκBα. Finally, the expression of IRF7 was significantly increased by Slc39a2 knockdown, which was in turn suppressed by IRF7 knockdown. Our data demonstrate that zinc homeostasis mediated by a Slc39a2/IRF7 regulatory circuit contributes to the alteration of innate immune signaling in cardiomyocyte hypertrophy.

## Introduction

Cardiac hypertrophy is characterized by pathological growth of cardiomyocytes to compensate for the increased demand of contractile function under various cardiac stresses (1). Reprogramming of gene expression, energy metabolism and cell signaling has been involved in the pathogenesis of cardiac hypertrophy (1–4). As an essential element for fundamental biological functions, zinc plays vital roles in maintaining normal cell structure and function (5). Insufficient dietary zinc supplies or dysfunction of zinc handling proteins lead to intracellular zinc dyshomeostasis (6, 7), which has been associated with the pathophysiology of various cardiovascular diseases (8–11). In cardiac hypertrophy, the zinc level in serum is significantly reduced (8). Dietary Zinc depletion exacerbates the hypertrophic pathology in an obese mouse model (12). However, it remains elusive how intracellular zinc concentration is dynamically regulated during cardiac hypertrophy.

Intracellular zinc is tightly controlled by two families of zinc-specific transporters: the SLC30 (ZnT) family and the SLC39 (ZIP) family. The former functions to reduce the cytoplasmic zinc level, while the latter is responsible for zinc uptake (5, 13, 14). Whereas SLC30 proteins are more associated with metabolic disorders (14), SLC39 proteins are essential for maintaining normal cellular zinc concentration during development. Among all 14 SLC39 members identified in mouse, 7 genes show developmental abnormity after genetically inactivated (15). For instance, slc39a8-null mouse could not survive embryogenesis and exhibits left ventricular non-compaction as a result of excessive trabeculation and impaired myocardial compaction during heart development (16).

In cardiomyocytes, abnormal expressions of SLC39A7 and SLC30A7 coordinately mediate the mitochondria dysfunction and ER stress under hyperglycemia or doxorubicin insults (17). Du et al. (18) recently reported a crucial role of SLC39A2 in heart function recovery from ischemia/reperfusion injury. Its expression was induced by STAT3 signaling to compensate for the decrease of intracellular zinc concentration. However, whether and how SLC39A2 affects the development of cardiac hypertrophy remain unexplored.

Here we screened SLC39 family members in phenylephrine-induced cardiomyocyte hypertrophy, and identified SLC39A2 to be dynamically involved in the pathogenesis of hypertrophy. Transcriptome analysis unveiled a specific regulation of innate immune signaling. Our findings shed a light on the zinc-mediated signaling transduction in the development of cardiac hypertrophy and heart failure.

## Materials and Methods

### Animal Care

All experiments procedures were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of Renmin Hospital of Wuhan University (No. 20180508) and performed in accordance with the guide for the care and use of laboratory animals published by National Institutes of Health, USA. All Sprague-Dawley rat were raised in a specific pathogen free environment (room temperature, 24 ± 3 °C; room humidity, 55 ± 5%) with a 12-h light/12-h dark cycle and fed normal chow. Male and female rats were bred in a ratio of 1:3, and the suckling rats were used for subsequent experiments.

### Cell Culture

Neonatal rat ventricular myocytes (NRVMs) were isolated and cultured as previously described (19). Briefly, the breast skin of Sprague-Dawley rat neonates (within 3 days) was disinfected with 75% ethanol. The chest skin was cut and the heart was extracted with bent tweezers and put in a culture dish (diameter 6mm) containing PBS. Cut off the large vessels attached to the surface of the heart, cut off the atrium, and fully cut into tissue debris. The fine-minced ventricular tissues were digested in an ADS buffer (NaCl 120 mM, HEPES (pH 7.4) 20 mM, NaH_2_PO_4_ 8 mM, glucose 6 mM, KCl 5 mM, MgSO_4_ 0.8 mM) containing 0.02% type II collagenase and 0.06% Pancreatin (Sigma, USA) at 37°C for 20 min/time for 7 times. Cardiomyocytes were separated from non-myocardial mesenchymal cells by density centrifugation using Percoll (GE Healthcare, USA). NRVMs were collected at the interface between 1.059 g/ml and 1.082 g/ml of Percoll solutions after centrifuge at 3000 rpm for 30 min at room temperature. NRVMs were seeded on 0.2% gelatin-coated culture dishes at 5 × 10^4^ cells/cm^2^ in Dulbecco's Modified Eagle Medium (DMEM) (Hyclone, Thermo Fisher Scientific, USA) containing 10% fetal bovine serum (FBS) (Gbico, Thermo Fisher Scientific, USA) for 24h. The medium was then replaced with DMEM containing 1% insulin-transferrin-selenium (ITS) (Cyagen Biosciences, USA) for another 24h before transfection or treatment. Phenylephrine (PE) (Abcam, UK) (50 μM) was administered for 48h to induce hypertrophy. ZnCl_2_ (10μM) and TPCA-1 (2μM), a dual inhibitor for STAT3 and NFκB (20), were administered to evaluate the impact of zinc supplement and NFκB pathway on cardiomyocyte hypertrophy. The siRNA sequence used for amplification was shown in Table 1.

**Table 1:** siRNAs designed for rat Slc39a2 and Irf7.

**Gene symbol**	**Forward primer**	**Reverse primer**
Slc39a2	UUAGAAAGAAUGUUUUGGUUACATG	CAUGUAACCAAAACAUUCUUUCUAAGU
Irf7	GCGCAACUGCCAUACUCCCAUCUTT	AGAUGGGAGUAUGGCAGUUGCGC

### WGA Staining

NRVMs used for WGA staining were cultured in a six-well plate. After cell culture and treatment, cells were washed with PBS and fixed with 4% paraformaldehyde for 15 min at room temperature. Then 0.2% Triton X-100 Cells were then permeabilized at room temperature for 10 min. 5.0 μg/mL WGA (Thermo Fisher Scientific, USA) was applied to incubate for 10 min at 37°C. For each step of treatment, the cells needed to be washed with PBS 3 times for 5 min each time. Then dye with DAPI for 10 min at room temperature. After dyeing with DAPI, washed 5–7 times with PBS for 5 min each time. Finally, the WGA staining pictures of cardiomyocytes were collected under a fluorescence microscope. Image Pro Plus 6.0 software was used to measure cardiomyocyte surface area (CSA). Each group measured more than 50 to calculate the surface area of cardiomyocytes.

### Zinc Measurement

When the cell culture was completed, Zn^2+^ measurements with fluorescent probes Free intracellular Zn^2+^ was monitored by loading the cells with Zinpyr-1 (5μM) in medium for 30 min at 37°C. Subsequently, discard the medium, wash 3–5 times with PBS, 5 min each time. Finally, an inverted microscope was used to observe and take pictures, and the results was statistically analyzed by Image J.

### Quantitative Real-Time PCR (qRT-PCR)

Fluorescence quantitative PCR was performed as previously described (11, 12). Total RNA was extracted from NRVM cells using Trizol reagent (TaKaRa, Shiga, Japan). RNA was quantified using NanoDrop (Thermo Fisher Scientific, USA). The first strand cDNA was synthesized using RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, USA), and SYBR Green PCR Master Mix (Monad, Suzhou, China) was used to perform fluorescent quantitative PCR. Finally, relative mRNA expression levels were analyzed by real-time qRT-PCR using LightCyclerR 480 (Roche, Switzerland). The primer sequence used for amplification was shown in Table 2. And the mRNA content of endogenous β-actin was set as a control to quantify the relative expression level of the target gene.

**Table 2:** Primers designed for qRT-PCR.

**Gene symbol**	**Forward primer**	**Reverse primer**
GAPDH	ACAGCAACAGGGTGGTGGAC	TTTGAGGGTGCAGCGAACTT
β-actin	CCCATCTATGAGGGTTACGC	TTTAATGTCACGCACGATTTC
Nppa	ATACAGTGCGGTGTCCAACA	AGCCCTCAGTTTGCTTTTCA
Nppb	CAGCTCTCAAAGGACCAAGG	GCAGCTTGAACTATGTGCCA
Slc39a1	GTCAGGCGCTAACCATGAAG	ACTCTTGCAAGGGGAACTGA
Slc39a2	GTTGCTGTGCTGGCTCATAA	AAAAACGTGCCAGCTGCTAT
Slc39a3	AGAAGGTCCTCTCCCTCTGT	AGAACCCCACCATCGTGAGG
Slc39a4	ATCCAAACAGCCCCATGAGA	CATGTGGATGAGAAGGCTGC
Slc39a5	CACACACAGGCTTCAGGAAC	GTCAGAGGAGCAACAGGACT
Slc39a6	CGTCCAGGCTCTGTTGAATG	TGAGTGGCACCAAGATGACT
Slc39a7	GTGCTCTTCCTCATCCCTGT	CACCACAAGAAAGGCGACAA
Slc39a8	GCTTGGATGATCACGCTCTG	CCCAACGTAGCAGGAACATG
Slc39a9	GGGATGTTACGTGGCTGGAA	TCACTGGCTTGGTGGTGTTT
Slc39a10	GGCAAACATAGGGGGCATCAG	GAGCATGCTGATGACTGTGG
Slc39a11	AGGGGTCATGTTAGCAGCTT	CCAAGCAGGGTCCAAGTTC
Slc39a12	GATCAGGCTTGCTTCTCTGC	CACTGCCACCGTGCTATAAC
Slc39a13	TTTTCTACAGCCCTGGGAGG	CTGTTGGGAGAGGGGGATTT
Slc39a14	AGGTCATCGTAGGCTCCATG	TCCCAGCTCGTGAGGAAATT
IRF7	CCTCTGCTTTCTGGTGATGC	GCGCTCAGTCATCAGAACTG

### Western Blot

Total protein was extracted from NRVM cells. NRVM cells lysed in Radio Immunoprecipitation Assay (RIPA) lysis buffers (Beyotime, Nanjing, China) for 30 min at 4°C. Protein concentration was determined using BCA assay followed by spectrophotometer readout at a wavelength of 562-nm. Equal quantities of each sample was fractionated on 12% SDS-PAGE gels. Resolved proteins were transferred to PVDF membrane (Millipore Corp, Bedford, MA, USA.) using a Trans-Blot apparatus (Bio-Rad, Hercules, CA, USA) at 200 mA for 100 min. Membranes were blocked with 5% skim milk for 1 h, washing 3 times with TBST, then incubated overnight at 4°C with primary antibodies. After incubation in primary antibody, the blots were probed with corresponding secondary antibody conjugated to horseradish peroxidase (Cell Signaling Technology, Inc). Detection of protein bands was developed using chemiluminescent Western detection system (Bio-Rad, Hercules, CA, USA), and analyzed using Quantity One software. The following Primary antibodies were used: SLC39A2, GAPDH were from Cell Signaling Technology, Inc.

### RNA Sequencing and Bioinformatics Analysis

Total RNA was extracted from NRVM cells transfected with siSlc39a2 or siNeg and in the absence or presence of PE. NRVM cells were used to extracted RNA according to the manufacturer's instructions. Transcriptome sequencing of RNA was completed by Beijing Genomics Institution (BGI). Three independent biological replicate samples were sequenced for each group. RNA-seq raw data and processed data have been uploaded to the GEO database. Accession code: GSE175884.

Normalization of expression matrix was accomplished by the normalize Between Arrays function in R. The different expression genes (DEGs) between siNeg, siNeg+PE and siSlc339a2+PE samples were screened using linear models for microarray data (limma) package. | log2 (fold change) | >1 and adjusted *P*-value < 0.05 were considered the threshold. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of DEGs were carried out by using DAVID online tools. Gene Set Enrichment Analysis (GSEA) is used to screen significantly enriched signaling pathways and transcription factors with default parameters.

### Quantification and Statistical Analysis

Statistical analyses were performed by using GraphPad Prism 8 Software. All experimental data are presented as mean ± SEM of at least three independent replicates. Statistical significance for multiple comparisons was determined by one-way ANOVA or two-way ANOVA followed by Tukey's test. Bonferroni adjustment was used for *post hoc* analysis. Student's *t* test was used for comparisons between two groups. *P* < 0.05 was considered as statistically significant.

## Results

### Slc39a2 Is Associated With Zinc Depletion in Cardiomyocyte Hypertrophy

We investigated the Zinc homeostasis in PE-induced cardiomyocyte hypertrophy using Zincpyr-1 staining, and found that PE treatment (50 μM) significantly reduced intracellular Zinc concentration in NRVMs (Figure 1A), suggesting a dysfunction of Zinc uptake. Thus, we screened the expression of all SLC39 family members by qRT-PCR. The results showed that Slc39a2 was the only member significantly induced by PE treatment (Figure 1B). However, the protein level of Slc39a2 was not affected by PE (Figure 1C), implicating a possible regulation of its transporter activity. Silencing Slc39a2 by siRNA in NRVMs significantly reduced intracellular Zinc concentration (Figures 1D,E). These data suggest that SLC39A2 might be involved in Zinc dyshomeostasis during cardiac hypertrophy.

**Figure 1:**
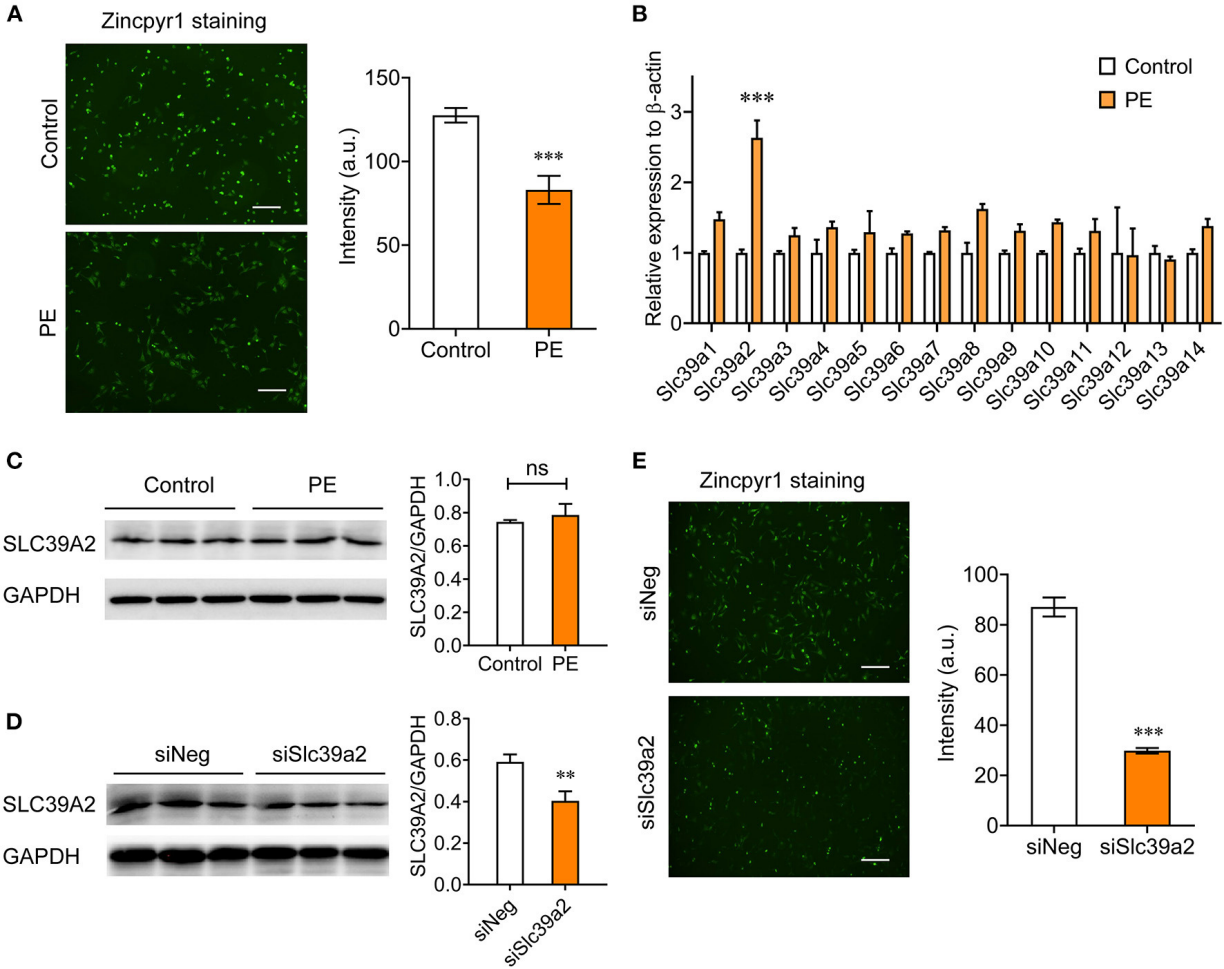
Abnormal expression of Slc39a2 is associated with zinc depletion in phenylephrine (PE)-treated cardiomyocytes. **(A)** Representative images (left) and quantification data (right) of Zincpyr1 staining in neonatal rat ventricular myocytes (NRVMs) with or without phenylephrine (PE; 50 μM) treatment. Scale bar, 200μm. ^***^P < 0.001 vs. Control. *n* = 3. **(B)** qRT-PCR analysis for Slc39a family members (1-14) in PE-induced cardiomyocyte hypertrophy. ^***^P < 0.001 vs. Control. *n* = 3. **(C)** Immunoblots (left) and quantification data (right) of SLC39A2 in NRVMs with or without PE treatment. *n* = 3. **(D)** Validation of knockdown efficacy of siSlc39a2. ^**^P < 0.01 vs. siNeg (negative control siRNA). *n* = 3. **(E)** Impact of Slc39a2 knockdown on Zinc contents in NRVMs. ^***^P < 0.001 vs. siNeg. *n* = 3.

### Slc39a2 Functions as an Anti-Hypertrophy Factor

We then examined the impact of SLC39A2 on cardiomyocyte hypertrophy. WGA staining showed that Slc39a2 knockdown did not change the cell size at basal level, but significantly potentiated the PE-induced cell size enlargement (Figures 2A–C). Moreover, Slc39a2 knockdown significantly increased the expression of hypertrophy-associated pathological genes, including natriuretic peptide A (Nppa; also known as Anf), natriuretic peptide B (Nppb; also known as Bnp), and myosin heavy chain 7 (Myh7; also known as β-MHC) at basal level, and further enhanced their induction by PE treatment (Figures 2D–F). These data suggest an anti-hypertrophic role of SLC39A2.

**Figure 2:**
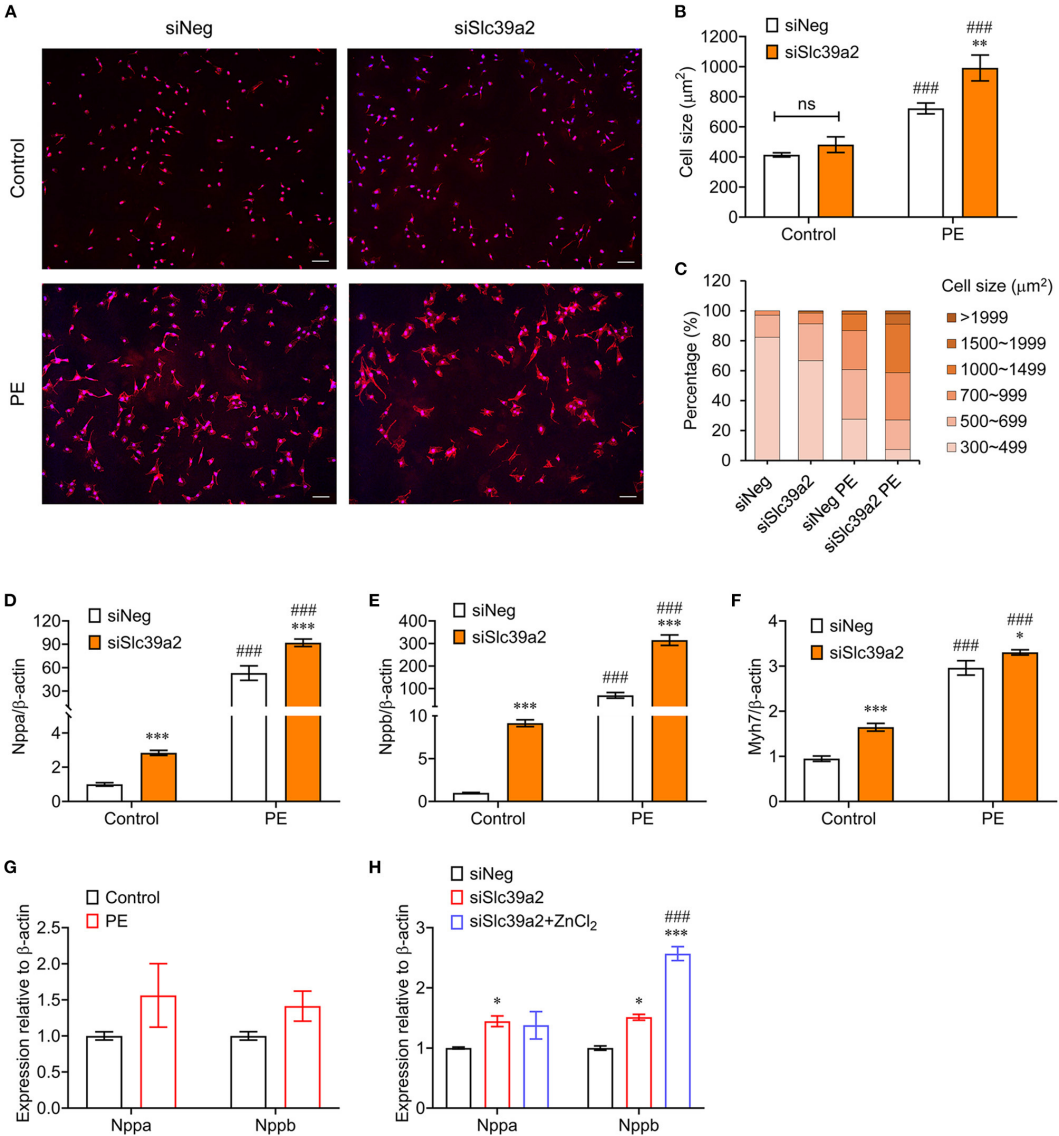
Slc39a2 deficiency exacerbates PE-induced cardiomyocyte hypertrophy. **(A)** Representative images of WGA staining showing the impact of Slc39a2 knockdown on PE-induced cell size enlargement. Scale bar, 100μm. **(B)** Averaged cell size measured by WGA staining. ^**^P < 0.01 vs. siNeg; ^*###*^*P* < 0.001 vs. Control. *n* = 3. **(C)** Counts of NRVMs with fragmented cell size range. **(D–F)** Impact of Slc39a2 on PE-induced hypertrophy markers, including Nppa **(D)**, Nppb **(E)**, and Myh7 **(F)**. ^*^P < 0.05, ^***^P < 0.001 vs. siNeg; ^*###*^*P* < 0.001 vs. Control. *n* = 3. **(G)** qRT-PCR analysis for Nppa and Nppb with and without ZnCl_2_ administration (10μM) in PE-treated NRVMs. *n* = 3. **(H)** Impact of zinc supplementation on NRVMs with or without Slc39a2 knockdown after PE treatment. ^*^P < 0.05, ^***^P < 0.001 vs. siNeg; ^*###*^*P* < 0.001 vs. siSlc39a2. *n* = 3.

We constructed an adenovirus expressing rat Slc39a2 to test its impact on cardiomyocyte hypertrophy (Figure 3A). Zincpyr-1 staining showed that Slc39a2 overexpression significantly increased the intracellular zinc concentration (Figure 3B), and suppressed the PE-induced expression of Nppb, but not Nppa (Figures 3C,D). These data suggest that SLC39A2-mediated zinc uptake plays a protective role in cardiomyocyte hypertrophy.

**Figure 3:**
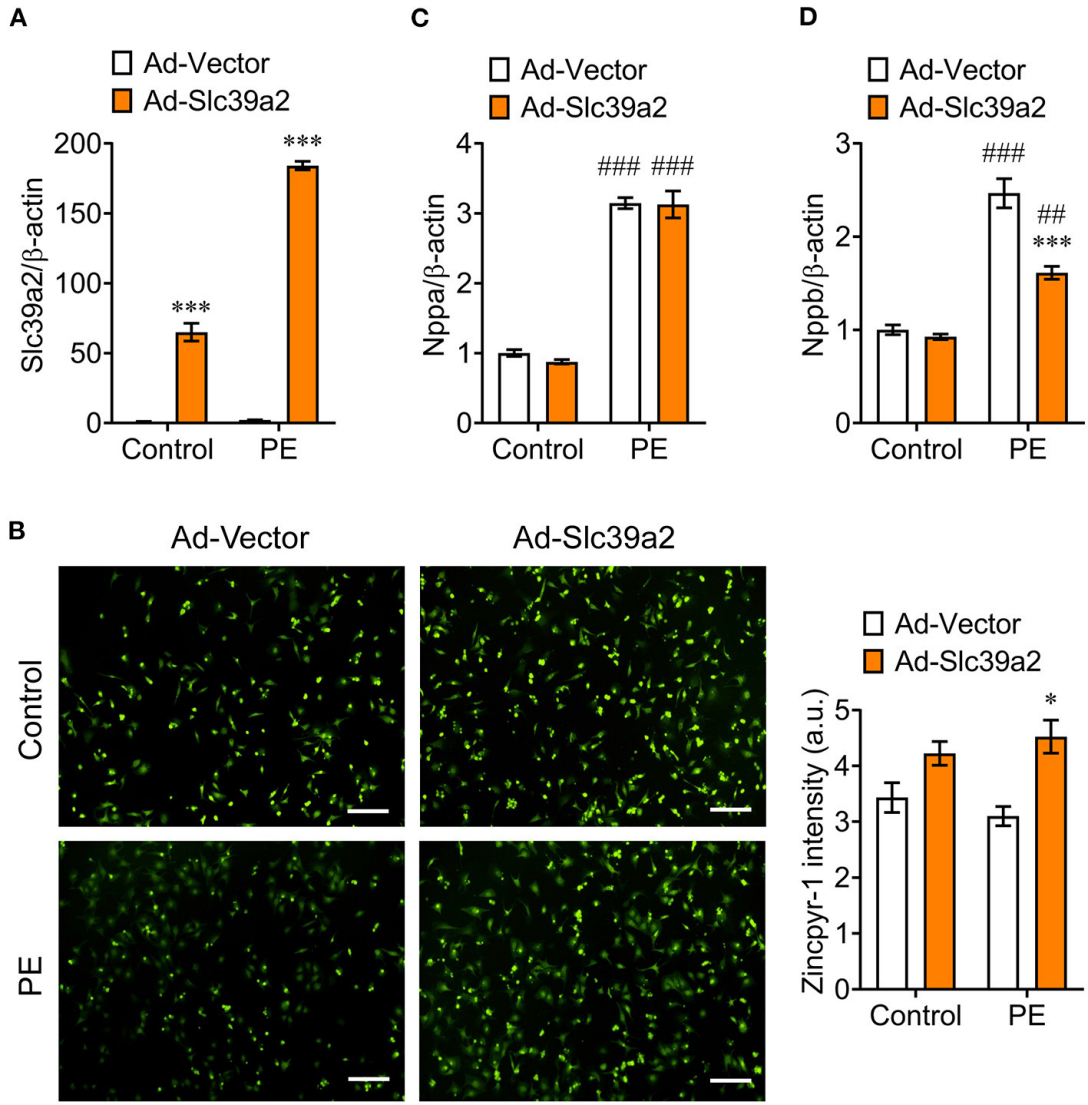
Slc39a2 overexpression increases zinc uptake and alleviates PE-induced cardiomyocyte hypertrophy. **(A)** Overexpression of Slc39a2 by adenovirus (Ad-Slc39a2). ^***^P < 0.001 vs. Ad-Vector. *n* = 3. **(B)** Representative images (left) and quantification data (right) showing the impact of Slc39a2 overexpression on Zinpry-1 staining in NRVMs with or without PE treatment. ^*^P < 0.05 vs. Ad-Vector. *n* = 3. **(C,D)** Impact of Slc39a2 overexpression on PE-induced expressions of Nppa **(C)** and Nppb **(D)**. ^***^P < 0.001 vs. Ad-Vector; ^*##*^*P* < 0.01, ^*###*^*P* < 0.001 vs. Control. *n* = 3.

### Slc39a2 Deficiency Potentiates the Transcriptome Reprogramming Induced by PE

To explore the underlying mechanism, we performed RNA-seq using siNeg- or siSlc39a2-transfected NRVMs with and without PE treatment. 

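RNA from NRVMs of 4 groups (siNeg, siNeg PE, siSlc39a2 and siSlc39a2 PE) was sequenced with 3 biological replicates per group, 12 samples in all. siNeg is the control siRNA, siSlc39a2 is an siRNA of a single sequence against Slc39a2, and PE (phenylephrine) is the hypertrophic stimulus. The paper's culture methods give 48 h of PE treatment and the sample labels give 36 h, so samples were grouped by condition alone. The authors deposited expected counts for 18483 genes, in which reads that match several genes are shared between them, and FPKM values for the same genes. Total counts per sample were between 24065539 and 28603854, with a median of 27332138 in siNeg, 27713787 in siNeg PE, 27777350 in siSlc39a2 and 27381451 in siSlc39a2 PE. The counts were rounded to whole numbers and normalized by the TMM method. All 12 samples were fitted together with edgeR, and groups were compared by its quasi-likelihood test on the 13967 genes kept by its filter on low counts, with Benjamini-Hochberg adjustment. A gene was counted as differentially expressed at an absolute log2 fold change above 1 and an adjusted p below 0.05, the threshold given in the paper's methods. The replicate numbers in the labels were also used as a block, since some same-numbered samples deviated from their group means together. Across genes, the correlation of these deviations was 0.358 on average for same-numbered siNeg and siNeg PE samples and -0.174 for differently numbered ones. It was 0.249 and -0.127 for siNeg PE and siSlc39a2 PE, and 0.0201 and -0.0135 for siNeg and siSlc39a2. Deviations cancel within a group, so the values for differently numbered samples largely follow from the others and add no evidence. For siNeg PE and siSlc39a2 PE the correlation was 0.492 and 0.313 for replicates 1 and 3 but -0.0566 for replicate 2. Slc39a2 (NCBI gene 305846) had 50, 50 and 59 counts in the siNeg samples and 21, 11 and 2 in the siSlc39a2 samples. In CPM (counts scaled to library size) this was 2.06 ± 0.229 (SD, n = 3) against 0.392 ± 0.324 (SD, n = 3), a log2 fold change of -2.35 (standard error 0.46, adjusted p = 9.8e-04 from edgeR; with the replicate block, -2.33 and 0.00146). In siSlc39a2 PE against siNeg PE it was -2.33 (standard error 0.38, adjusted p = 2.24e-04 from edgeR), and the knockdown with and without PE differed by a log2 fold change of 0.02 (adjusted p = 0.992). PE raised Slc39a2 in siNeg cells by a log2 fold change of 1.47 (standard error 0.36, adjusted p = 0.00541 from edgeR), with 95, 198 and 182 counts in the siNeg PE samples. Over the alternatives this rise was as low as 0.95 and its adjusted p was between 3.52e-04 and 0.0643. With each replicate left out in turn, the log2 fold change of the knockdown without PE was between -3.12 and -1.86. Over the alternatives it was between -2.43 and -1.12 without PE, and between -2.34 and -1.55 with PE. At these counts the size of the knockdown is known less closely than its direction.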

Principal component analysis (PCA) showed that Slc39a2 deficiency established a unique gene expression pattern different from that observed in PE-induced hypertrophy (Figure 4A). 

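The PCA was run on log2 CPM of the 13967 genes, each centred and scaled to unit variance. Component 1 held 52.3% of the variance and component 2 held 23.2%. On component 1 the mean scores were 107 ± 19.2 (SD, n = 3) in siNeg, 3.81 ± 18.5 in siNeg PE, 7.72 ± 22.3 in siSlc39a2 and -118 ± 30.1 in siSlc39a2 PE. On component 2 they were 9.47 ± 17.1, 70.8 ± 12.2, -79.6 ± 7.92 and -0.684 ± 13.3 in the same order. PE and Slc39a2 knockdown thus moved the samples the same way along component 1 and in opposite ways along component 2, by more than the spread between replicates. With the 500 genes of largest variance, not scaled, component 1 held 66.3% and component 2 held 13.9%.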

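In siSlc39a2 against siNeg, 638 genes were higher and 728 genes were lower at the threshold on both log2 fold change and adjusted p. At the adjusted p alone, 6873 genes passed. With the replicate block, 651 genes were higher and 735 lower. The setting that moved these counts most was limma on log2(FPKM + 1) after quantile normalization, with 325 genes higher and 282 lower, 600 of them among the 1366 above. With each replicate left out in turn, between 636 and 673 genes were higher and between 675 and 747 lower, and 1056 of the 1366 genes passed in all 6 fits. Among genes with a mean log2 CPM above 1 and no overlap between the groups, the largest increases were those of Mx1, Ifit3 and Trim30. Mx1 rose from 1.14 ± 0.172 CPM (SD, n = 3) in siNeg to 693 ± 37.4 in siSlc39a2, a log2 fold change of 9.24 (standard error 0.18, adjusted p = 7.76e-13 from edgeR). Some of its reads were shared with other genes. Ifit3 rose from 1.12 ± 0.304 to 419 ± 23.7 CPM (SD, n = 3), a log2 fold change of 8.55. Trim30 had at most 3 counts in any siNeg sample and was at least 241-fold higher in siSlc39a2, at 28.2 ± 5.64 CPM (SD, n = 3). Within the same limits, Zbtb22, Col8a2 and Megf6 fell most. Their log2 fold changes were -4.16, -2.88 and -2.83 (standard errors 0.22, 0.13 and 0.16). The counts of Zbtb22 and Megf6 were not whole, so their reads were shared with other genes and their changes are uncertain.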

After Slc39a2 knockdown, 505 genes were up-regulated while 563 genes were down-regulated (|log2(fold change)| ≥ 1; Figure 4B). 

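In siNeg PE against siNeg, 531 genes were higher and 391 lower. Genes were ranked among those with a mean log2 CPM above 1 and no overlap between the groups. Of these, the hypertrophy markers Nppb and Nppa rose most, by log2 fold changes of 5.19 and 4.63 (standard errors 0.17 and 0.16). Mybpc2 followed with 3.79. By the same ranking, the largest decreases were those of Kcnip2, with a log2 fold change of -3.97, LOC100911951, with -3.71, and Ucp3, with -3.22. Kcnip2 and LOC100911951 shared reads with other genes. Of the 922 genes changed by PE and the 1366 changed in siSlc39a2 against siNeg, 247 were in both sets, where 90.2 would be shared if the sets were independent. Of these, 200 (81%) changed in the same direction, 74 higher and 126 lower in both, and 47 changed in opposite directions. Both sets were taken against the same siNeg samples, which alone raises the overlap and the share changed in the same direction. The excess over 90.2 therefore does not by itself measure a common effect. The overlap was 251 with the replicate block and 66 with limma on log2(FPKM + 1). In siSlc39a2 PE against siNeg PE, 842 genes were higher and 779 lower. Ranked in the same way, Ifit3, Mx1 and Lgals5 led the higher genes and Faap100, Zbtb22 and Igfbp5 the lower. Of these 6 genes only Ifit3 and Igfbp5 had whole counts, and the changes of the other 4 are uncertain. Of these 1621 genes, 965 were also changed by the knockdown without PE, all of them in the same direction, and 164 genes were changed in all 3 comparisons.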

A subset of these genes (207 genes) was found to be differentially regulated by PE treatment (Figure 4C). Heatmap analysis showed that genes related to PE treatment were largely potentiated after Slc39a2 knockdown (Figure 4D), suggesting a suppressive role of Slc39a2 in hypertrophic transcriptome reprogramming. 

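Of the 922 genes changed by PE in siNeg cells, 591 (64.1%, 95% Wilson interval 61 to 67.1) moved further in the PE direction in siSlc39a2 PE against siNeg PE. The interval takes genes as independent, which they are not. The siNeg PE samples enter both comparisons with opposite signs, so without a knockdown effect the share would not be an even split. Its value without such an effect was not determined. The share was 57.1% of the 531 genes raised by PE and 73.7% of the 391 genes lowered by PE. At the threshold, 202 of the 922 genes changed further in the PE direction and 76 changed against it. With the replicate block the share was 63.6%, and the setting that moved it most was limma on log2(count + 1), with 56.8%. Nppb, which PE had raised to 300 ± 67.7 CPM (SD, n = 3), reached 1510 ± 124 CPM in siSlc39a2 PE, a log2 fold change of 2.33 (standard error 0.14, adjusted p = 4.19e-08 from edgeR; with the replicate block, 2.34 and 9.62e-08). Nppa rose from 2760 ± 623 to 5120 ± 295 CPM (SD, n = 3), a log2 fold change of 0.89 (standard error 0.14, adjusted p = 1.27e-04 from edgeR; with the replicate block, 0.91 and 3.11e-05). Without PE the knockdown raised Nppb by a log2 fold change of 2.81 and Nppa by 0.96, and no difference with PE in the knockdown effect was detected for either gene (interaction -0.48 and -0.07, standard errors 0.21 and 0.19, adjusted p = 0.295 and 0.906; with the replicate block, 0.245 and 0.89). From the potentiation of PE-related genes in its heatmap, the paper proposes that Slc39a2 has a suppressive role in hypertrophic reprogramming.

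**Figure D1:**
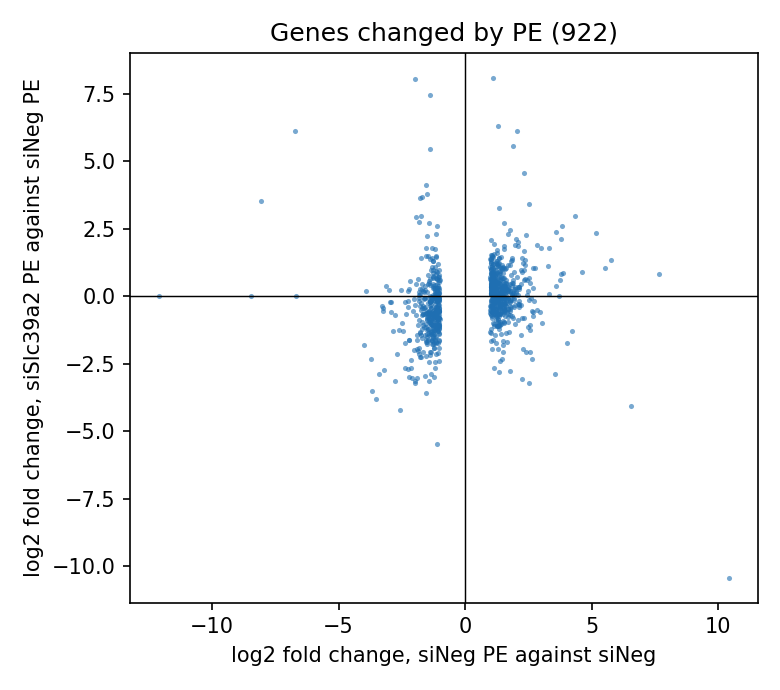
The 922 genes changed by PE, each a point, with the log2 fold change of siNeg PE against siNeg on the horizontal axis and that of siSlc39a2 PE against siNeg PE on the vertical axis. The 591 genes in the upper right and lower left quadrants moved further in the PE direction after Slc39a2 knockdown.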

Gene Ontology (GO) analysis showed that the up-regulated genes after Slc39a2 knockdown were mostly related to innate immune response (Figure 4E), whereas the down-regulated were functionally associated with extracellular matrix organization (Figure 4F).

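The annotations of GO were not used here, so the 2 themes were measured on gene lists written by hand. Both lists were written with the paper's themes known. The innate immune list holds many interferon-response genes, and genes of factors that the paper names, such as Irf7, Il6 and Nfkbia. Its enrichment is therefore not an independent test of the theme. Of the innate immune list, 93 genes were tested, and 81 of them (87.1%) were among the 638 genes higher in siSlc39a2 than in siNeg, against 4.01% of the other genes (odds ratio 161, 95% confidence interval 86.7 to 330, p = 4.4e-97 from a one-sided Fisher's exact test). With the replicate block the odds ratio was 157, and with limma on log2(FPKM + 1) it was 218. Against genes with a mean log2 CPM above 1 alone it was 275. In siSlc39a2 PE against siNeg PE, a different comparison, it was 96.9. The median log2 fold change of the list was 3.89 without PE and 3.71 with PE, and 90 of the 93 genes were higher without PE. The members with the largest changes were Ifnb1, Zbp1 and Mx1. Ifnb1 had no counts in any siNeg sample and 8.02 ± 0.587 CPM (SD, n = 3) in siSlc39a2, at least 68.7-fold higher. Of the extracellular matrix list, 125 genes were tested, and 61 of them (48.8%) were among the 728 lower genes, against 4.82% of the other genes (odds ratio 18.8, 95% confidence interval 12.9 to 27.4, p = 6.2e-45 from the same exact test). With the replicate block the odds ratio was 18.6, with limma on log2(FPKM + 1) 51.8, and against genes with a mean log2 CPM above 1 alone 31.3. In siSlc39a2 PE against siNeg PE it was 10.4. The median log2 fold change was -0.99 without PE and -0.72 with PE, and 114 of the 125 genes were lower without PE. Col8a2, Ltbp2 and Ltbp4 had the largest changes, with log2 fold changes of -2.88, -2.67 and -2.66 (standard errors 0.13, 0.17 and 0.09). Genes of one list are regulated together, and the exact test takes them as independent, so the p-values overstate the evidence.

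**Figure D2:**
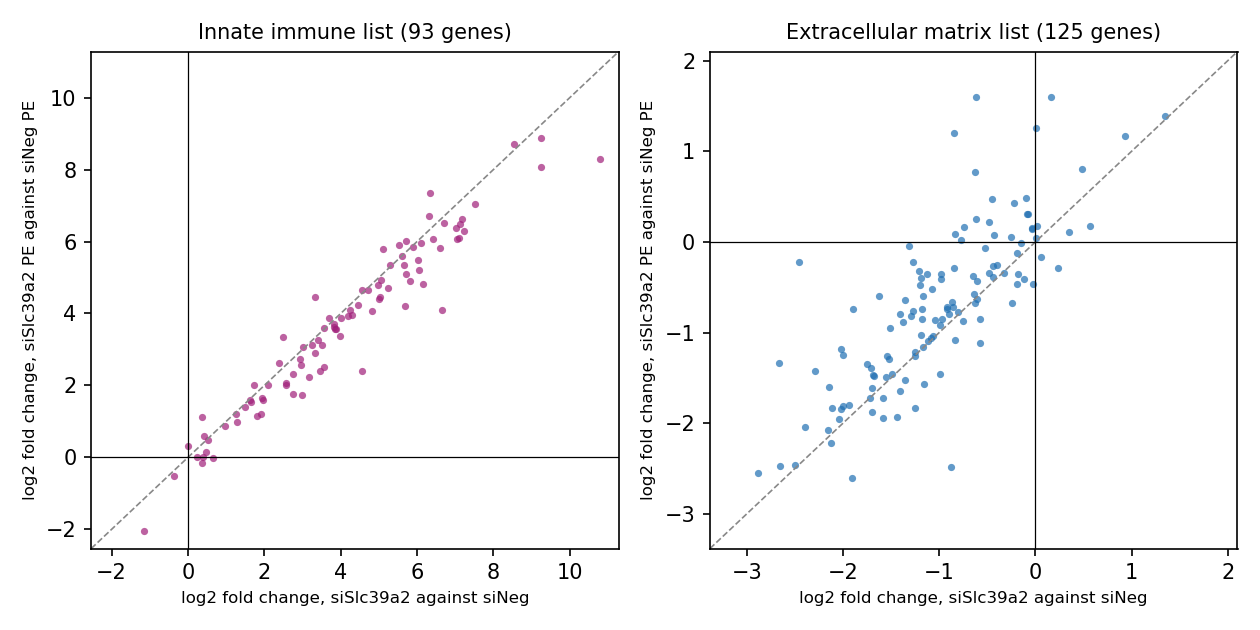
Members of the innate immune list (93 genes) and the extracellular matrix list (125 genes), each a point, with the log2 fold change of siSlc39a2 against siNeg on the horizontal axis and that of siSlc39a2 PE against siNeg PE on the vertical axis. Of the innate immune list, 75 genes lie below the dashed line of equal change, and of the extracellular matrix list, 95 lie above it.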

**Figure 4:**
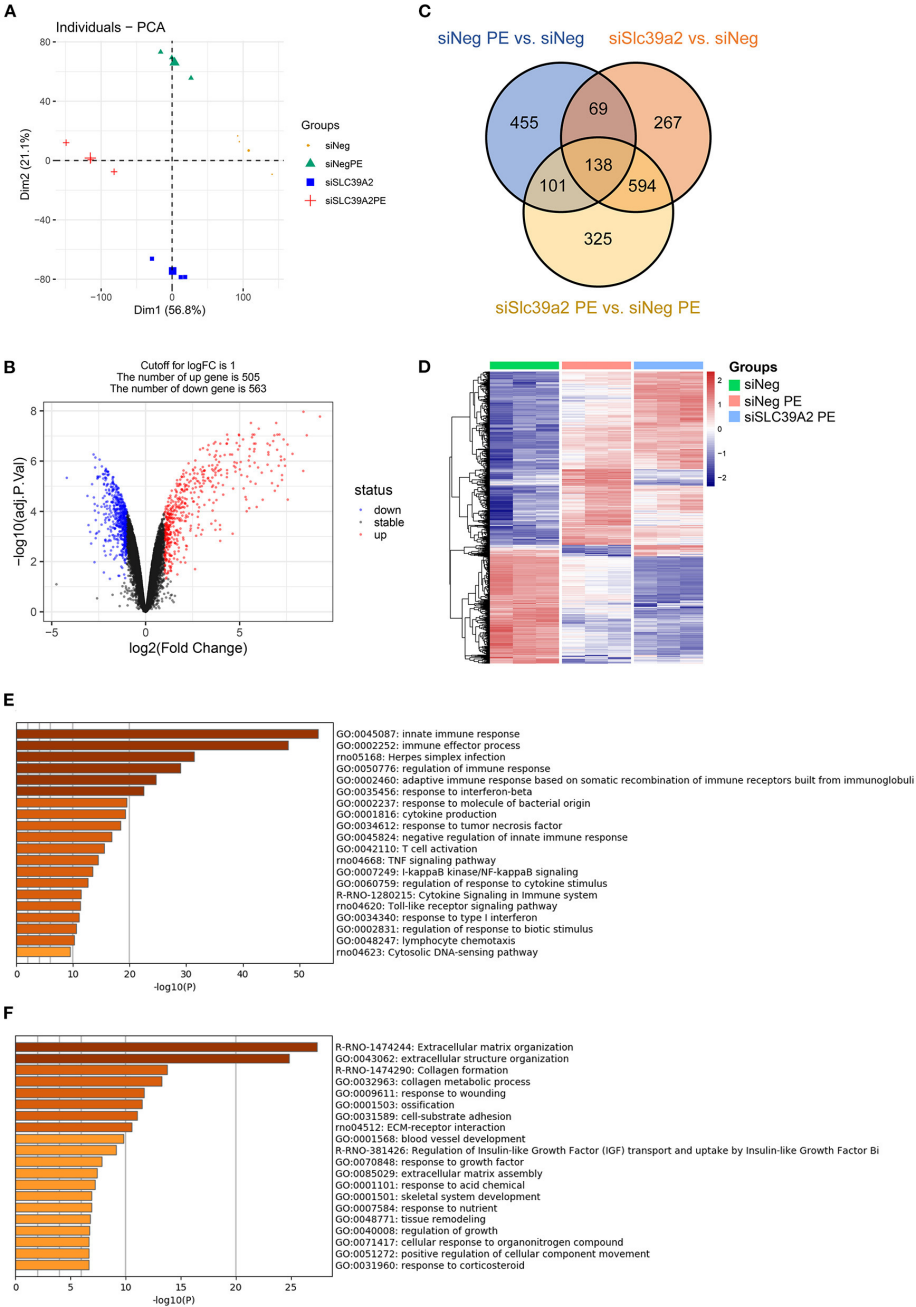
Slc39a2 deficiency potentiates the transcriptome reprogramming induced by PE. **(A)** Principal component analysis (PCA) from the RNA-seq data showing the overall impact of Slc39a2 knockdown on the transriptome of NRVMs with or without PE treatment. **(B)** Volcano mapping showing the number of up- and down-regulated genes (≥ 2 folds) by Slc39a2 knockdown. **(C)** Venn map showing the relationship of differentially expressed genes among 3 comparisons (siNeg PE vs. siNeg; siSlc39a2 vs. siNeg; siSlc39a2 PE vs. siNeg PE). **(D)** Heatmap showing the impact of siSlc39a2 on PE-induced transcriptome reprogramming. **(E,F)** Gene Ontology (GO) analyses of up-regulated **(E)** and down-regulated **(F)** genes by siSlc39a2 measured by Metascape.

### Slc39a2 Deficiency Activates Innate Immune Signaling During Cardiomyocyte Hypertrophy

Gene set enrichment analysis (GSEA) identified NOD-like receptor (Figure 5A) and TOLL-like receptor (Figure 5B) pathways to be remarkably enriched among Slc39a2-regulated genes. These genes covered most of the steps in both of the two signaling pathways, eventually leading to the activation of pro-inflammatory factors, including nuclear factor kappa B (NFκB) and interleukin 6 (IL-6) (Figures 5C,D). This was further confirmed by the observation that NFκB was significantly enriched from the regulator analysis of GSEA (Figure 5E). 

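Genes were ranked by the signal-to-noise ratio of log2 CPM in siSlc39a2 against siNeg, and enrichment was scored with the running sum of GSEA against 10000 random gene sets, with Benjamini-Hochberg adjustment over the 4 lists tested. The gene sets of the paper's tool were not used here, and both pathways were scored on lists written by hand. For the 48 tested genes of the NOD-like receptor list the enrichment score was 0.774 (normalized 2.07, adjusted permutation p = 1.9e-04, the smallest the random sets can give). For the 80 tested genes of the TOLL-like receptor list it was 0.714 (normalized 2.06, adjusted permutation p = 1.9e-04, again the smallest possible). In siSlc39a2 PE against siNeg PE the scores were 0.622 and 0.629. With each replicate left out in turn they were between 0.743 and 0.783 for the NOD-like receptor list and between 0.704 and 0.724 for the TOLL-like receptor list. With PE the adjusted permutation p was 0.0022 for the former and 2.7e-04 for the latter. Without PE, over other values, rankings and replicates left out, it was between 1.3e-04 and 2.1e-04 for both. The camera test of limma, which allows for correlation between genes, gave adjusted p = 1.2e-06 and 2.3e-05, and 1.8e-06 and 9.4e-05 with the replicate block. The enriched genes were a part of each list, since the median log2 fold changes were 0.36 and 0.32. The largest changes in the TOLL-like receptor list were those of Ifnb1, which encodes interferon beta, and Irf7. Neither list was scored without genes of the interferon response. The scores therefore cannot be assigned to NOD-like or TOLL-like receptor signaling rather than to that response.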

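Of the 48 tested genes of the NOD-like receptor list, 36 were higher in siSlc39a2 than in siNeg, 16 of them past the threshold, and none was lower past it, with 3 lower at the adjusted p alone. Of the 80 tested genes of the TOLL-like receptor list, 56 were higher, 21 of them past the threshold, and 4 were lower past it. Ccl5 and Ccl7 changed most among NOD-like receptor genes with whole counts, with log2 fold changes of 6.15 (standard error 0.22) and 4.99 (standard error 0.11). Tnf had a log2 fold change of 6.65, but its counts were erratic, at 462, 0.04 and 328 in the siSlc39a2 samples, and were shared with other genes. At the end of both pathways, Nfkb1 rose by a log2 fold change of 0.53 (standard error 0.06, adjusted p = 2.68e-05 from edgeR; with the replicate block, 0.53 and 1.11e-05), below the threshold. Rela did not change detectably, with a log2 fold change of 0.02 (standard error 0.07, adjusted p = 0.818), but shared reads with other genes, so this is uncertain. Nfkbia, which encodes the inhibitor IκBα, rose by 1.5 (standard error 0.09, adjusted p = 2.42e-08 from edgeR; with the replicate block, 1.5 and 2.64e-09). Il6 had 6, 2 and 3 counts in siNeg and 21, 8 and 12 in siSlc39a2, a log2 fold change of 1.74 (standard error 0.56, adjusted p = 0.0202 from edgeR). Over the alternatives its adjusted p was between 0.0111 and 0.0971, so this rise rests on few counts. With PE, Il6 rose by 2.01 (standard error 0.48, adjusted p = 0.00302 from edgeR, and between 0.00241 and 0.013 over the alternatives).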

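The motif gene set of the paper's regulator analysis was not used here. In its place, a list of NFκB target genes was written by hand after the data had been received, and 46 of its genes were tested in siSlc39a2 against siNeg. The enrichment score was 0.769 (normalized 2.03, adjusted permutation p = 1.9e-04, the smallest the random sets can give), and 0.73 in siSlc39a2 PE against siNeg PE. Over the alternatives, the comparison with PE included, the adjusted permutation p was between 1.3e-04 and 2.7e-04. Of the 46 genes, 41 were higher in siSlc39a2, 21 of them past the threshold, and 2 were lower past it, with a median log2 fold change of 0.98. After Ccl5, the member with the largest change among those with whole counts was Cxcl10, with a log2 fold change of 5.72 (standard error 0.15). Cxcl10 and Ccl5 are interferon-induced genes as well. The list was not scored without such genes, so its enrichment cannot be assigned to NFκB rather than IRFs.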

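Among 59 target genes of interferon regulatory factors, on a list also written by hand after the data had been received, the enrichment score was 0.93 (normalized 2.56, adjusted permutation p = 1.9e-04, the smallest the random sets can give). In siSlc39a2 PE against siNeg PE the score was 0.925. With each replicate left out in turn it was between 0.924 and 0.934. The adjusted permutation p was between 1.3e-04 and 2.7e-04 over the alternatives, the comparison with PE included. All 59 genes were higher in siSlc39a2 than in siNeg, 58 of them past the threshold, with a median log2 fold change of 5.01. Many of them also belong to the innate immune list, so this is not a separate measurement.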

Interestingly, interferon regulatory factors (IRFs) were also profoundly enriched (Figure 5F).

**Figure 5:**
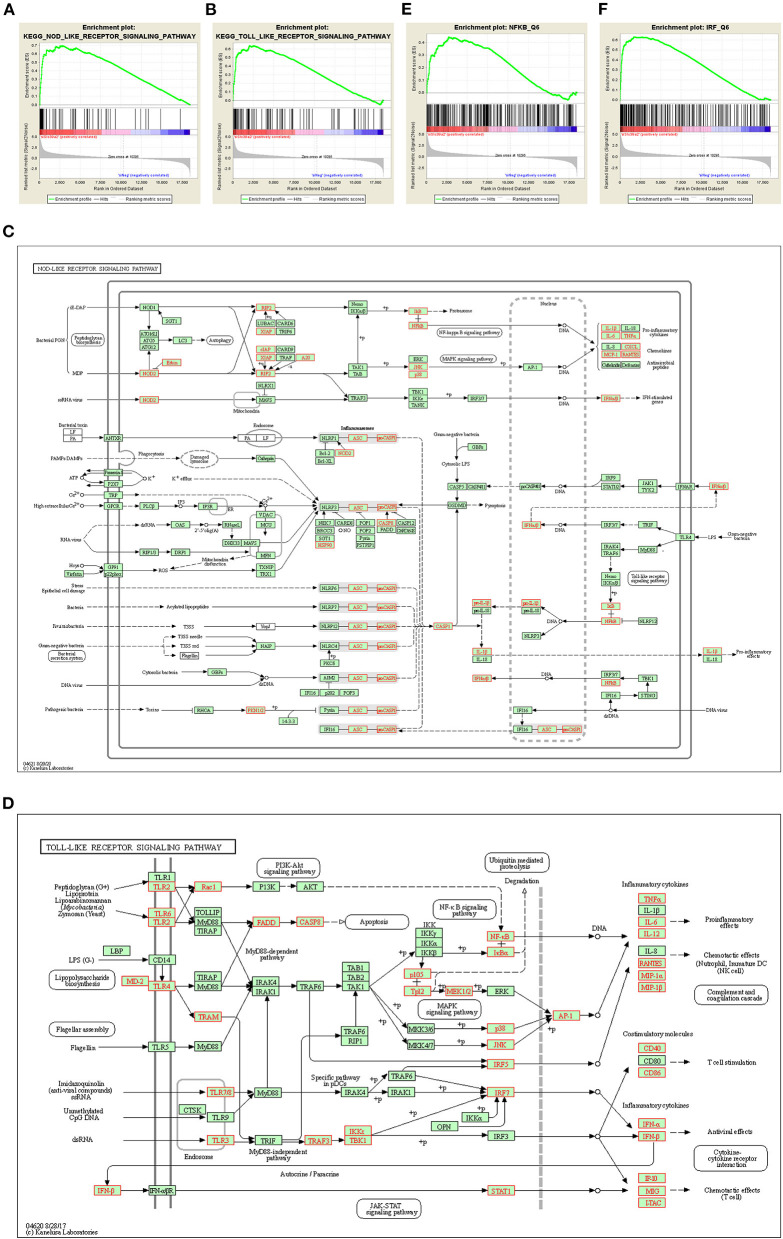
Slc39a2 deficiency activates innate immune signaling during cardiomyocyte hypertrophy. **(A,B)** Gene set enrichment analysis (GSEA) identified NOD-like receptor **(A)** and TOLL-like receptor **(B)** pathways to be significantly enriched by Slc39a2 knockdown. **(C,D)** KEGG analysis showing the siSlc39a2-affected genes involved in NOD-like receptor **(C)** and TOLL-like receptor **(D)** pathways. **(E,F)** GSEA identified NFκB and IRF as key factors involved in siSlc39a2-mediated transcriptome reprogramming.

To validate the activation of innate immune signaling pathways, we performed Western blot analysis for the phosphorylations of P65 NFκB and signal transducer and activator of transcription 3 (STAT3), a downstream effector of IL-6. Both of them were significantly enhanced in PE-treated NRVMs (Figures 6A–C). Consistently, the expression of inhibitor of NF-kappa B alpha (IκBα) was significantly reduced (Figures 6A,D). At basal level, Slc39a2 knockdown significantly increased STAT3 phosphorylation and IκBα expression (Figures 6A–D). Though not approaching statistical significance, Slc39a2 knockdown showed a trend to enhance the PE-induced STAT3 phosphorylation, P65 phosphorylation, and IκBα expression (Figures 6A–D). Administration of TPCA-1 (2μM), a dual inhibitor for STAT3 and NFκB (20), showed a trend to reverse the effect of Slc39a2 knockdown on Nppa and Nppb expression after PE treatment, but did not approach statistical significance (Figure 6E), suggesting that NFκB pathway partially mediates the effects of Slc39a2 on hypertrophy.

**Figure 6:**
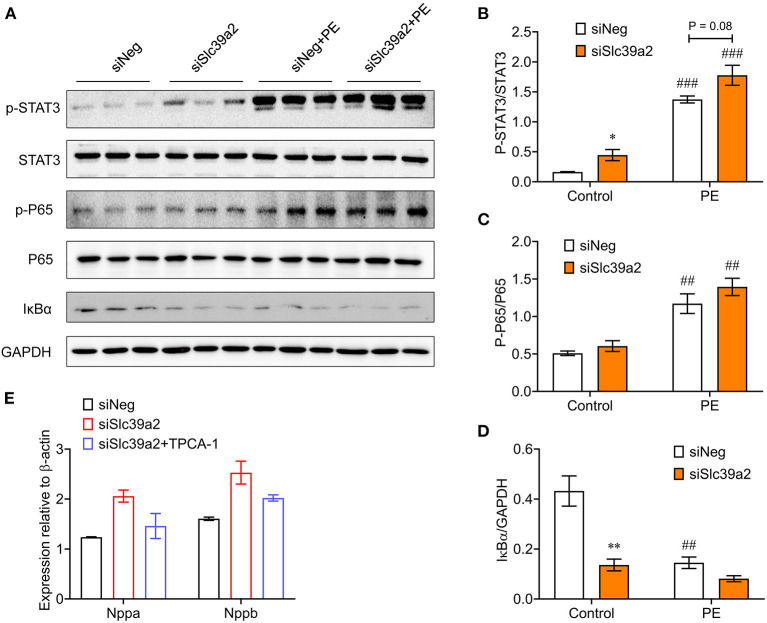
Slc39a2 deficiency enhances IκBα degradation and NFκB/STAT3 phosphorylation. **(A)** Immunoblots of phosphorylated STAT3, total STAT3, phosphorylated P65, total P65, IκBα, and GAPDH in siNeg- or siSlc39a2-transfected NRVMs with and without PE treatment. **(B-D)** Quantification data of p-STAT3/STAT3 ratio **(B)**, p-P65/P65 ratio **(C)**, and IκBα/GAPDH ratio **(D)**. ^*^P < 0.05, **P < 0.01 vs. siNeg; ^*##*^*P* < 0.01, ^*###*^*P* < 0.001 vs. Control. *n* = 3. **(E)** Impact of TPCA-1, an inhibitor of NFκB (2μM), on Nppa and Nppb expressions in NRVMs with or without Slc39a2 knockdown after PE treatment. *n* = 3.

### Interplay Between Slc39a2 and Irf7 During Cardiomyocyte Hypertrophy

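Genes of interferon regulatory factors were compared in the RNA-seq data. Irf4 had at most 7 counts in any sample and was not tested. Irf7 (NCBI gene 293624) had 32.1 ± 1.89 CPM (SD, n = 3) in siNeg, 29.1 ± 2.19 in siNeg PE, 4440 ± 582 in siSlc39a2 and 2590 ± 424 in siSlc39a2 PE. Relative to siNeg this was 138 ± 10.5 (SEM, n = 3) in siSlc39a2 and 80.7 ± 7.63 in siSlc39a2 PE. The log2 fold change was 7.11 in siSlc39a2 against siNeg (standard error 0.16, adjusted p = 1.68e-12 from edgeR; with the replicate block, 7.10 and 4.01e-13). With PE it was 6.48 (standard error 0.15, adjusted p = 3.92e-12 from edgeR; with the replicate block, 6.47 and 7.7e-13). The knockdown effect was smaller with PE (interaction -0.63, standard error 0.18, adjusted p = 0.0685). With the replicate block, which was applied to interactions of single genes after the data were seen, it was -0.64 (standard error 0.12, adjusted p = 0.00923), so whether this difference passes adjustment depends on the block. With each replicate left out in turn, the log2 fold change without PE was between 7.05 and 7.27. PE alone changed Irf7 by a log2 fold change of -0.14 (standard error 0.13, adjusted p = 0.371), which is within the spread between replicates. Irf8, Irf9, Irf1 and Irf5 were also past the threshold without PE, with log2 fold changes of 2.57, 2.09, 1.97 and 1.08 (standard errors 0.26, 0.06, 0.10 and 0.14). Irf8 had at most 18 counts in any siNeg sample, and reads of Irf9 and Irf3 were shared with other genes. Irf2 rose by 0.42 without reaching a log2 fold change of 1 (adjusted p = 0.0168 from edgeR; over the alternatives, from 0.00155 to 0.113), and Irf3 did not change detectably, with 0.01 (adjusted p = 0.879).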

Since IRFs were dramatically enriched in Slc39a2-associated transcriptome reprogramming, we screened the expression of all IRF members (1–9), among which Irf7 stood out in response to Slc39a2 deficiency (Figure 7A). qRT-PCR analysis showed that the expression of Irf7 was significantly suppressed by PE treatment, but largely reversed after Slc39a2 knockdown (Figure 7B). Consistently, Western blot analysis also detected an upregulation of IRF7 expression at protein level after Slc39a2 knockdown (Figure 7C), suggesting an inhibitive effect of Slc39a2 on IRF7 expression. Interestingly, knockdown of Irf7 in NRVMs significantly suppressed the expression of Slc39a2 (Figure 7D), implicating a positive regulation of Slc39a2 by Irf7. Thus, when the function of SLC39A2 is suppressed in cardiomyocyte hypertrophy, the induction of Irf7 might contribute to the increased transcription of Irf7. However, Irf7 knockdown did not alter the expression of pathological genes, nor did it block the pro-hypertrophic effect of siSlc39a2 (Figures 7E–G). These data suggest a regulatory circuit between Slc39a2 and Irf7.

**Figure 7:**
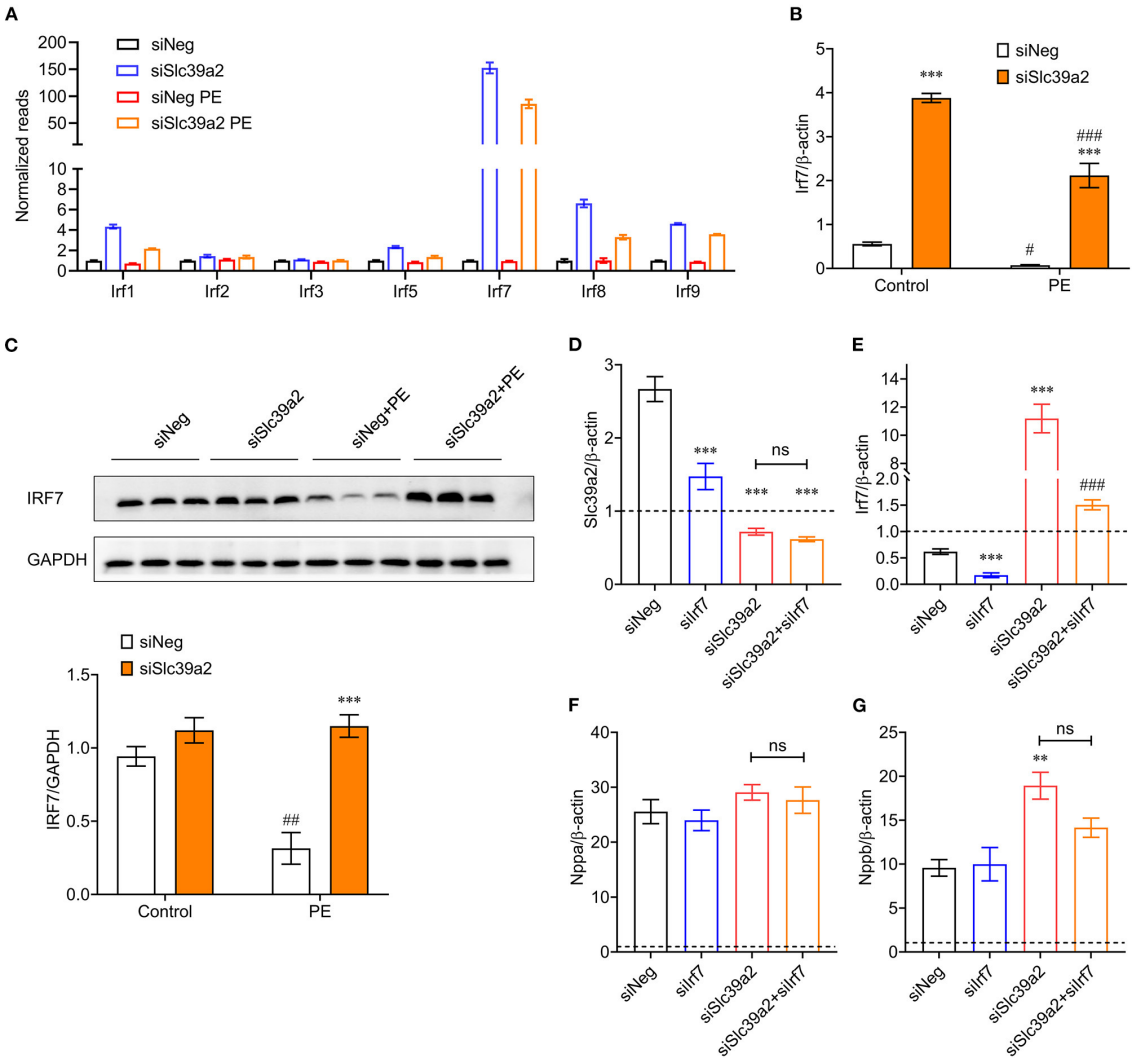
Interplay between SLC39A2 and IRF7 during cardiomyocyte hypertrophy. **(A)** Reads of IRF family genes (Irf1-9) from RNA-seq data. *n* = 3. **(B)** Validation of Irf7 expression by qRT-PCR. ^***^P < 0.001 vs. siNeg; ^#^*P* < 0.05, ^*###*^*P* < 0.001 vs. Control. *n* = 3. **(C)** Immunoblots (upper) and quantification data (lower) for IRF7 expression at protein level in NRVMs with or without Slc39a2 knockdown and PE treatment. ^***^P < 0.001 vs. siNeg; ^*##*^*P* < 0.01 vs. Control. *n* = 3. **(D,E)** Validation of knockdown efficacy siSlc39a2 **(D)** and siIrf7 **(E)** in PE-treated NRVMs. Data were normalized to control group (dotted line). ^***^P < 0.001 vs. siNeg; ^*###*^*P* < 0.001 vs. Control. *n* = 3. **(F,G)** Impact of combined knockdown of Slc39a2 and Irf7 on hypertrophy markers, Nppa **(F)** and Nppb **(G)**. ^**^P < 0.01 vs. siNeg. *n* = 3.

## Discussions

The pathogenesis of pathological cardiac hypertrophy is a programmed process coordinated by regulations at multiple layers, such as reprogramming of gene expression, energy metabolism and signal transduction (2–4, 21, 22). Our data demonstrate that Slc39a2-mediated Zinc homeostasis contributes to the remodeling of innate immune signaling in cardiomyocyte hypertrophy.

Zinc plays a pivotal role in signal transduction; however, the detailed mechanism remains largely unexplored (10). Its dyshomeostasis has been associated with the pathophysiology of various cardiovascular diseases (23, 24). In cardiac hypertrophy, the zinc level in serum is significantly reduced (8). In line with this report, we find that PE treatment significantly lowers intracellular zinc concentration in NRVMs (Figure 1A). Lack of intracellular zinc mediated by Slc39a2 knockdown aggravates cardiomyocyte hypertrophy (Figure 1E and Figure 2). These data suggest a crucial role of Zinc in maintenance of cell physiological function.

SLC39 family transporters are responsible for the uptake of zinc from the extracellular environment (18). Zinc concentration is remarkably lowered by Slc39a2 knockdown in NRVMs (Figure 1E), indicating that SLC39A2 contributes to zinc uptake in cardiomyocytes. Hypertrophic stimulation increases Slc39a2 at the mRNA level, but not at the protein level (Figures 1B,C). Considering the fact that zinc concentration is reduced in PE-treated NRVMs, our findings suggest a possible inhibition of SLC39A2 transporter activity during hypertrophy that subsequently leads to a compensatory activation of its transcription. Importantly, inhibition of Slc39a2 induces Irf7 expression, which in turn activates Slc39a2 expression (Figure 7). Thus, IRF7 function as the feedback regulatory factor to govern Slc39a2 expression in response to its activity. Negative feedback regulation has been referred as a fundamental mechanism to maintain the cell homeostasis, while the detailed biological process remains unclear. Our study provides a vivid example showing how this regulatory circuit can be realized. Since a number of transcription factors are zinc finger proteins, the transcriptional suppression of IRF7 by Slc39a2 might be attributed to a zinc finger transcription suppressor, which requires further screening studies to determine its identity.

Emerging evidence reveals an important role of innate immune and inflammatory signaling processes in cardiovascular systems (25). Toll-Like receptor and NOD-Like receptor signaling pathways are both classical innate immune signaling pathways. As the central transcription effector, IRFs mediates the pro-inflammatory gene transcription by activated innate immune signaling (26). Through a series of genetic modified mouse models, Jiang et al. (27–29) demonstrated that IRF7, IRF8, and IRF9 were anti-hypertrophy factors consistently down-regulated in cardiac hypertrophy and heart failure. Although these factors play exhibit similar regulation and function in cardiac hypertrophy, they mechanistically carry out their function via different mechansims. IRF7 inactivates NFκB through directly interacting with inhibitor of kappaB kinase-beta (IκBβ) (29). IRF8 directly interacts with nuclear factor of activated t cells 1 (NFATc1) to prevent its translocation intro nucleus and thus inhibits the hypertrophic response (27). Whereas IRF9 competes with p300 for binding to the transcription activation domain of myocardin, a coactivator of serum response factor (SRF), and thus suppresses its transcriptional activity at CArG box-dependent reporters (28). In the present study, we find that the expression of IRF7 is significantly suppressed after PE treatment; however, silencing IRF7 has no influence on PE-induced hypertrophy markers (Figures 7F,G). A possible reason is that the role of IRF7 in cardiac hypertrophy is a combination of its function in both cardiomyocytes and non-cardiomyocytes in the heart.

The nuclear factor NFκB has coevolved with the IRFs family (30). It is activated by a kinase family IκB kinases (IKKs), which phosphorylates IκBα followed by degradation and releases its inactivation effect on NFκB (30–33). Activation of NFκB contributes to the pathological remodeling of the heart during hypertrophy (34–38). Consistent with our observation, Ho et al. (39) found that supplementation of dietary zinc inhibits NFκB signaling pathway and the downstream inflammation in diabetic cardiomyopathy. In response to numerous cytokines and chemokines, STAT3 converges multiple signal transduction pathways and contributes to myocardial remodeling and fibrosis in cardiac hypertrophy (40, 41). Du et al. (18) reported that Slc39a2 is up-regulated via STAT3 upon reperfusion from myocardial infarction. This is consistent with a previous study that Slc39a6 (also known as LIV1) is a downstream target of STAT3 functioning in epithelial-mesenchymal transition (42). Here we find that STAT3 might also be a downstream target of SLC39A2-mediated zinc signaling (Figure 6), suggesting an interplay between zinc and STAT3 signaling. Nonetheless, how zinc directly modify NFκB and STAT3 pathways need further investigation.

It is surprising that the protein level of Slc39a2 does conform to its mRNA changes. One possible reason is the ribosome selectivity that may require more mRNA content of Slc39a2 to maintain a constant translation rate. The other reason is a potential accelerated protein degradation process during cardiac hypertrophy. Further experiments are needed to clarify the detailed mechanisms. Although we did not observe expression changes in other SLC39 members except Slc39a2, slc39a8, slc39a12, and slc39a14 have been associated with cardiovascular dysfunctions (16, 43, 44). It needs further exploration how different SLC39 members coordinate to maintain normal zinc homeostasis under pathophysiological conditions.

Taken together, our study unveils the molecular mechanism for the dynamic regulation of Slc39a2 during cardiac hypertrophy, and demonstrates that SLC39A2-mediated zinc homeostasis contributes to the remodeling of innate immune signaling in cardiomyocyte hypertrophy. Leveraging Slc39a2 to target intracellular zinc metabolism might be a novel strategy to treat cardiac hypertrophy and heart failure.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/supplementary material.

## Ethics Statement

The animal study was reviewed and approved by Ethical Committee of Renmin Hospital of Wuhan University.

## Author Contributions

ZW, JT, and GW conceived and supervised the project. YF and SW performed most of the cell and molecular experiments with inputs from NG and ZZ. JL performed the bioinformatic analyses. YF, SW, and ZW analyzed the data and drafted the manuscript. All authors have access to the original data and approved the publication of the manuscript.

## Funding

This study was supported by funds from National Natural Science Foundation of China (Nos. 81722007, 82070231, 81800085, 81870301, and 32170763), National Health Commission of China (No. 2017ZX10304402001-008), and start-up funds from State Key Laboratory of Cardiovascular Disease Fuwai Hospital Chinese Academy of Medical Sciences, Shenzhen.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

GO: Gene ontology
GSEA: Gene Set Enrichment Analysis
IL-6: interleukin 6
IRF: interferon regulatory factor
IκBα: inhibitor of NF-kappa B alpha
IκBβ: inhibitor of kappaB kinase-beta
IKK: IκB kinases
KEGG: Kyoto Encyclopedia of Genes and Genomes
MEF: mouse embryonic fibroblast
Myh7: myosin heavy chain 7
NFATc1: nuclear factor of activated t cells 1
NRVM: neonatal rat ventricular myocyte
Nppa: natriuretic peptide A
Nppb: natriuretic peptide B
NFκB: nuclear factor kappa B
PE: Phenylephrine
PCA: Principal component analysis
STAT3: Signal transducer and activator of transcription 3
WGA: Wheat Germ Agglutinin.

How the deposited data were processed for this re-analysis (not part of the article)

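RNA-seq of NRVMs in 4 groups (siNeg, siNeg PE, siSlc39a2 and siSlc39a2 PE) with 3 biological replicates per group was analysed from processed values alone. The authors deposited expected counts per gene without normalization and FPKM values of the same 18483 genes. Of the expected counts, 78.7% were whole numbers and 70% of the genes were whole in every sample. Genes with other counts share reads with further genes, and their changes are given as uncertain. The paper's text does not name the aligner, the counting program, the genome build or the annotation. It names normalizeBetweenArrays and limma for differential expression, but not which of the values they were run on.

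Total expected counts per sample were between 24065539 and 28603854. No gene took more than 2.8% of the counts of a sample. Samples of a group differed by more than counting noise (chi-square per degree of freedom between 4.88 and 34.9), so none was a copy of another. A gene with 3 counts in a sample, the smallest number taken as detected, had between 0.107 and 0.117 CPM on group average. Intervals and floors cover counting error only.

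Expected counts were rounded to whole numbers. Genes were kept by filterByExpr of edgeR 4.0.16 (R 4.3.3), which left out 4516 genes and kept 13967. Counts were normalized by TMM and fitted in one model of 4 groups with 8 residual degrees of freedom, and groups were compared by the quasi-likelihood F-test with Benjamini-Hochberg adjustment. Genes at an absolute log2 fold change above 1 and an adjusted p below 0.05 were counted. The interaction is the knockdown effect with PE less the knockdown effect without PE. CPM are counts scaled to the normalized library size. Log2 CPM used a prior count of 2. Fold changes against groups with at most 3 counts in every sample are lower bounds against 3 counts.

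The paired design comes from the replicate numbers in the sample labels alone. The paper does not state that same-numbered cultures were prepared together, so fits without a replicate block are the main ones, and fits with the block are given beside them.

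Genes named in the text are those the paper names. They are also, in each comparison, the 3 highest and 3 lowest genes past the threshold with a mean log2 CPM above 1 and no overlap between the groups, and the 3 members of each gene list with the largest changes among those past the threshold. Genes named outside this rule are said to be so.

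Lists for innate immunity, the extracellular matrix, the NOD-like and TOLL-like receptor pathways and cell types were written by hand. This was done before the data were examined but with the paper's results known. The main tests, the settings compared and the rule on named genes were set then too, apart from the replicate block in camera and in interactions of single genes, and all settings of the NFκB and IRF lists, which were chosen after seeing the data. Lists of NFκB, IRF, SRF and zinc-responsive genes were written afterwards. Lists were tested among all genes tested, by a one-sided Fisher's exact test, by an implementation of the GSEA running sum with 10000 random sets, and by camera of limma 3.58.1 with an inter-gene correlation of 0.01. The motif gene sets planned for NFκB and IRF were not built, since they need a genome sequence that was not used here. Medians of lists were compared with 10000 random lists matched on expression in 20 bins.

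The alternatives were DESeq2 1.42.0, RLE size factors in edgeR, no filter on low counts, a fit on the groups of each comparison alone, the replicate block, and limma after quantile normalization on log2(FPKM + 1), log2(FPKM + 0.1) and log2(count + 1). The threshold on log2 fold change alone and leaving out each replicate in turn were tried as well. For the gene lists, the comparison with PE, another background and other values and rankings were counted among the alternatives. The fits were tested on simulated data in which 200 genes had been changed. Of these, edgeR recovered 184 with 1 false call among 13682 genes, and 183 with 2 false calls with the replicate block. DESeq2 recovered 182 with 2 false calls, and limma recovered 182 with 4. Every planted change was a log2 fold change of 2, up or down, in the siSlc39a2 samples without PE. No replicate effect was simulated. Recovery of changes near the threshold and of interactions was therefore not tested.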

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

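Of the tests below, those on the strength of the knockdown with PE and on fibroblasts in the siSlc39a2 PE cultures were chosen after the result was seen, and the list of SRF target genes was written after the contractile genes had been noticed. The other tests were chosen before their results were seen.

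The effect of Slc39a2 knockdown was compared between NRVMs with and without PE. By the interaction term of the edgeR fit, 63 genes had a higher log2 fold change with PE and 75 a lower one, out of 13967 tested. With the replicate block the counts were 89 and 93. To see how often other arrangements give as many genes, the PE labels of same-numbered samples were exchanged within the siNeg and the siSlc39a2 samples, and 2 of the 16 arrangements gave 138 genes or more, the real one included. The other one gave 1677 genes. It keeps the PE labels of the siSlc39a2 samples and exchanges those of 2 of the 3 siNeg pairs, so it measures the PE effect and not a difference in knockdown. The remaining 14 arrangements gave at most 50 genes. With 16 arrangements the share cannot fall under 0.05 whatever the data, so this comparison cannot tell the count apart from what grouping by chance gives and is no evidence either way.

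The innate immune list was shifted as a whole, although only 4 of the 75 lower genes belong to it. Its median interaction was -0.31, and 75 of its 93 tested genes were below 0. The median PE change of the list was 0 in siNeg and -0.32 in siSlc39a2, where 65 of the 93 genes were lower with PE, so the shift lies mostly in the siSlc39a2 samples. Of single genes, Mx1 had an interaction of -1.16 (standard error 0.27, adjusted p = 0.0311 from edgeR). PE alone raised Mx1 in siNeg by a log2 fold change of 1.09, while the level after knockdown was 693 ± 37.4 CPM (SD, n = 3) without PE and 663 ± 68.7 with PE, so for this gene, unlike the list, the difference arises in the siNeg samples. Reads of Mx1 were shared with other genes. A weaker knockdown with PE was tested by the interaction of Slc39a2 itself, which was 0.019 with a standard error of 0.43. This error is larger than the shift of the list, and the level of Slc39a2 left after knockdown was higher with PE, at 1.13 ± 0.26 CPM (SD, n = 3) against 0.392 ± 0.324 without. A shift of all genes by scaling would move random lists as well, and the list was at percentile 0 of 10000 random lists. Gene length was tested by its correlation with the interaction across genes, with a Spearman rho of 0.0746 against a limit of 0.2. Scaling does not account for the smaller effect. Gene length was only weakly related to the interaction across genes, and the random lists were not matched on length. The smaller effect cannot be told apart from a weaker loss of Slc39a2 with PE.

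Among the higher genes, Ltbp2 had an interaction of 1.33 (standard error 0.23, adjusted p = 0.00587 from edgeR) and Megf6 one of 1.57 (standard error 0.23, adjusted p = 0.00254). Both fell with knockdown in the absence of PE, by a log2 fold change of -2.67 and -2.83, and less with PE, by -1.34 and -1.25. PE alone lowered them too, by -1.33 and -2.61. Reads of Megf6 were shared with other genes. Of the 63 higher genes, 50 fell with knockdown without PE, and 36 of these rose with PE. Contractile and matrix genes were frequent, among them Ctgf, with an interaction of 2.22, Tgfb3, with 2.04, Cnn1, with 1.71, Acta2, with 1.29, and Tagln, with 1.25, which are named after their values were seen. Reads of Acta2 were shared with other genes. Many such genes are targets of serum response factor (SRF). Of a list of 48 SRF target genes, 10 were among the 63. The 36 members left after removing these genes, Actb and Actg1 had a median interaction of 0.47, at percentile 100 of random lists matched on expression, and 30 of them were above 0. More fibroblasts in the siSlc39a2 PE cultures were tested with 11 fibroblast markers outside the matrix list, whose median interaction of 0.14 was at percentile 92.1, inside the range of random lists but near its upper end. Of all 17 fibroblast markers, those of the matrix list included, 15 were above 0, so a contribution of fibroblasts is not excluded. A shift of all genes did not account for the pattern, since it would move the random lists too. Gene length was only weakly related to the interaction across genes, with rho 0.0746, and these random lists were not matched on length. A candidate explanation is that SRF activity after Slc39a2 knockdown differs with PE, a hypothesis that rests on a list chosen after the pattern was seen.

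Faap100 had an interaction of -4.03 (standard error 0.38, adjusted p = 8.48e-05 from edgeR). It fell from 18.9 ± 3.88 CPM (SD, n = 3) in siNeg to 7.01 ± 1.28 in siSlc39a2, and from 8.66 ± 1.09 in siNeg PE to 0.193 ± 0.0963 in siSlc39a2 PE. Its reads were shared with other genes, so the difference is uncertain, and no explanation of it was tested.

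Signals appeared after knockdown in genes that the paper does not discuss and that were near absent in siNeg. Ifnb1, which encodes interferon beta, had 8.02 CPM on average in siSlc39a2 and no counts in the siNeg and siNeg PE samples. In siSlc39a2 PE it had 1.44 ± 0.272 CPM (SD, n = 3), and its interaction could not be estimated with both siNeg groups at 0 counts. Trim30 had 28.2 CPM on average in siSlc39a2 and at most 3 counts in any siNeg sample without PE. Both belong to the interferon response, whose explanations are weighed under the other observations. All siSlc39a2 samples received an siRNA of the same single sequence, so the loss of Slc39a2 and an effect of that sequence or of its uptake cannot be told apart in these data.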

How the results depend on the processing

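For the counts of genes, overlaps, shares, component variances, enrichment scores and odds ratios, 296 values were computed under alternatives. Of these, 275 kept their direction and their side of the threshold or stayed within the range taken as unchanged, and 21 moved. The causes were not tested.

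Limma on log2(FPKM + 1) after quantile normalization gave fewer genes throughout. In siSlc39a2 against siNeg it gave 325 higher and 282 lower, in siNeg PE against siNeg 162 and 124, and in siSlc39a2 PE against siNeg PE 361 and 309. It gave 66 genes for both PE and knockdown, 37 in all 3 comparisons, and 35 higher and 47 lower by interaction. Of its 607 genes in siSlc39a2 against siNeg, 600 were among the 1366 of edgeR. With log2(FPKM + 0.1) the genes in all 3 comparisons were 107. On log2 fold change alone, 291 genes were higher and 292 lower by interaction. Limma on log2(count + 1) gave a share of 56.8% for PE genes moved further. Component 1 held 42.2% of the variance on FPKM, and components 1 and 2 held 66.3% and 13.9% on the 500 genes of largest variance.

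With each replicate left out in turn, the genes higher by interaction were from 39 to 86 across 12 fits, and the share of PE genes moved further was from 59.8% to 65.5% across 9 fits. The genes past the threshold in every such fit were 1056 of 1366 for siSlc39a2 against siNeg, 606 of 922 for siNeg PE against siNeg and 1160 of 1621 for siSlc39a2 PE against siNeg PE.

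For log2 fold changes of single genes, DESeq2 kept the direction and side of the threshold of all 75, and the replicate block of 73, with 2 stronger. Limma on log2(FPKM + 1) kept 63, with 6 weaker and 1 stronger, and on log2(FPKM + 0.1) kept 63, with 7 weaker. Each reversed 5, of which 4 stayed within 0.1 of 0 and Myh7 without PE did not, with an adjusted p of 0.00507 and 0.00611. In the order of these pseudocounts they were Irf3 with -0.01364 and -0.0143 and Myh7 with 0.507 and 0.507 (siSlc39a2 against siNeg), Myh7 with 0.028 and 0.028 (siSlc39a2 PE against siNeg PE), and Slc39a7 with 0.064 and 0.065 and Slc39a13 with 0.036 and 0.037 (siNeg PE against siNeg). Of 450 values with a replicate left out, 427 were unchanged, 16 were weaker, 3 stronger and 4 reversed. The reversed ones were in siSlc39a2 against siNeg, from -0.021 to 0.051 for Irf3, from -0.061 to 0.136 for Rela, from -0.124 to 0.019 for Stat3 and from -0.092 to 0.00901 for Myh7.

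The settings planned on motif gene sets were not run. The depth limits Slc39a2, Il6, Irf4 and Irf8, whose siNeg counts were between 1 and 59 per sample, and Irf4 was left out by the filter.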

Differences from the paper's values

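Of 28 values that the paper states or shows for a measure computed here, 1 differed by more than 1.5 times. For Irf genes the gap also had to exceed the SD. Smaller gaps were not counted, such as 638 higher genes here against 505 in the paper, or 728 lower against 563. The paper's statements on Irf7 with PE alone, the SLC39 genes and Myh7 were not among the 28. The paper's Fig. 4C shows about 330 genes, read by eye, that changed only in siSlc39a2 PE against siNeg PE, and here the number was 542. Of 9 alternatives, limma on log2(FPKM + 0.1) after quantile normalization gave 451, within 1.5 times the paper's number. So did leaving out replicate 1 of siNeg PE, with 430, and replicate 3 of siSlc39a2 PE, with 409. The other 8 alternatives were between 211 and 660 and did not close the gap, and the other 10 fits with a replicate left out did not either.

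The paper reports from qRT-PCR that PE suppressed Irf7 expression. In the RNA-seq samples the log2 fold change of Irf7 in siNeg PE against siNeg was -0.14 (standard error 0.13, adjusted p = 0.371 from edgeR; 0.208 with the replicate block), and over the alternatives the adjusted p was between 0.208 and 0.626. The paper reports from qRT-PCR that Slc39a2 was the only SLC39 gene that PE induced. In the RNA-seq samples Slc39a2 alone passed the threshold on log2 fold change in the edgeR fit. With limma on log2(FPKM + 1) its log2 fold change was 0.95, and on log2(FPKM + 0.1) its adjusted p was 0.0643. At the adjusted p alone, Slc39a10 rose by 0.76 (standard error 0.17, adjusted p = 0.00284 from edgeR; with the replicate block, 0.76 and 1.1e-04). Slc39a10 shared reads with other genes. Slc39a9 rose by 0.2 (adjusted p = 0.0398 from edgeR, and 0.018 with the replicate block; between 0.0171 and 0.155 over the alternatives) and shared reads too. Slc39a11 rose by 0.31 and Slc39a3, Slc39a14 and Slc39a1 changed by -0.31, -0.26 and -0.25 (adjusted p = 0.0059, 0.00766, 0.0027 and 0.032 from edgeR). Over the alternatives the adjusted p of Slc39a1 was up to 0.687 and that of Slc39a11 up to 0.0632, and Slc39a14 shared reads with other genes.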

Other observations

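Of the tests below, those on the level of Slc39a2 without siRNA against it and on the neighbours of Zbtb22 were chosen after the result was seen, and the other tests before it. The list of zinc-responsive genes was written after the data had been received, before its values were looked at.

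Groupings of the samples other than the real one were compared by the number of genes past the threshold. In each comparison of 3 samples with 3, 1 of the 4 splits that part all same-numbered pairs gave as many genes as the real one, which is the real one itself. This was so for siSlc39a2 against siNeg with 1366 genes, for siNeg PE against siNeg with 922 and for siSlc39a2 PE against siNeg PE with 1621. The other 3 splits gave 0 genes in each comparison, with between 196 and 494, between 126 and 176 and between 81 and 213 genes at an unadjusted p under 0.05. The 6 splits that keep some same-numbered pairs together gave at most 1 gene. A share of 1 in 4 cannot fall under 0.05, so these counts of splits cannot exclude chance by themselves.

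Across the 13967 genes, the changes by PE and by knockdown without PE were correlated, with a Spearman rho of 0.455, where genes are not independent replicates. Both differences are taken from the same siNeg samples, which alone gives a positive correlation. With the siNeg samples divided so that the differences shared none, rho was between 0.29 and 0.474 over 6 divisions. The shared controls therefore do not account for all of it.

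For the rise of innate immune genes in siSlc39a2 against siNeg, 4 explanations were tested. Immune cells in the cultures were tested with 10 macrophage markers that are not interferon genes, whose median log2 fold change was -0.64, below the range of random lists from -0.46 to 0.34 (percentiles 5 to 95). Gene length had a Spearman rho of 0.0711 with the log2 fold change. Lower zinc sensed by the cells was tested with Mt1, Mt2A and Slc30a1, genes that fall when intracellular zinc falls, and 0 of the 3 fell, with log2 fold changes of 0.32, 0.69 and 0.33 (adjusted p = 0.221, 0.0136 and 0.0122 from edgeR). Reads of Mt2A were shared with other genes. Slc39a2 as a regulator of interferon genes in the absence of siRNA was tested where PE raised Slc39a2 in siNeg cells, and the median change of the innate immune list there was at percentile 64.9 of random lists. The first 3 tests did not come out the way their explanations predict. The last one cannot decide, since the paper states that PE did not affect the SLC39A2 protein, and members such as Ifnb1 had no counts in siNeg and could not fall. With a single siRNA sequence, a response of the cells to that sequence could not be tested, so the rise cannot be called biological from these data.

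The fall of extracellular matrix genes in siSlc39a2 against siNeg was tested against gene length and against fewer fibroblasts. The median of the list was below all of 10000 random lists matched on gene length, at percentile 0. The 11 fibroblast markers outside the list had a median log2 fold change of -0.35, below the random range from -0.32 to 0.23. Fewer fibroblasts in the siSlc39a2 cultures may therefore contribute. These markers fell less than the matrix list, whose median was -0.99. All 17 fibroblast markers, which include genes of the matrix list, had a median of -0.81, with 12 lower, 5 of them past the threshold, and 5 higher. The median of 20 cardiomyocyte markers was -0.28, with 16 of them lower, where fewer fibroblasts alone would raise them.

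Zbtb22 had the largest fall in siSlc39a2 against siNeg among genes with a mean log2 CPM above 1 and no overlap between the groups. Its counts were not whole. Its neighbours in the rat annotation, Tapbp and Daxx, rose by log2 fold changes of 2.73 and 1.3 and also shared reads. Reads reassigned to Tapbp could account for the fall of Zbtb22, and the counts alone cannot tell.

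Some values belong to genes that the paper measured with other methods. Stat3 changed by a log2 fold change of -0.08 in siSlc39a2 against siNeg (adjusted p = 0.256 from edgeR) and by -0.23 with PE (adjusted p = 0.00347). Myh7 changed by -0.05 and -0.08 (adjusted p = 0.564 and 0.307) and rose by 0.57 with PE in siNeg cells (adjusted p = 3.49e-05). The paper states that knockdown raised Myh7 expression. Limma on FPKM gave Myh7 a log2 fold change of 0.507 in siSlc39a2 against siNeg, and over the alternatives the adjusted p was between 0.00507 and 0.978, so its direction depends on the values used. Its reads were shared with other genes. Actb, the reference gene of the paper's qRT-PCR, changed by -0.76 in siNeg PE against siNeg (standard error 0.08, adjusted p = 1.03e-05 from edgeR) and by -0.41 in siSlc39a2 against siNeg (standard error 0.08, adjusted p = 6.07e-04). Limma on FPKM gave -0.11 for the latter, and over the alternatives its adjusted p was between 2.21e-06 and 0.57. Actb is named after its values were seen, and its reads were shared with other genes. The log2 fold change of siNeg PE against siNeg was correlated with gene length, with a Spearman rho of 0.25 across genes, above the limit of 0.2 that the other comparisons stayed under.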
